A study of Mus musculus with 8 samples. Its data were reported in "Lhx2 Determines Odorant Receptor Expression Frequency in Mature Olfactory Sensory Neurons" (2016).

How the data were processed

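RNA of olfactory mucosa from 8 mice at postnatal day 3 was measured on Affymetrix GeneChip Mouse Gene ST arrays, 1 array per mouse. Per the labels, 4 mice were conditional knockouts (123Cre:Lhx2fl/fl, called cKO in the plots) and 4 were littermate controls. Of the controls, 2 were Lhx2fl/+ and 2 were 123Cre:Lhx2fl/+. Replicate numbers were given in accession order, so they name the arrays and pair nothing. In the study, litters with mutants also gave controls, but the labels do not say which animals were littermates of one another. The sample titles start with a letter, A or B, whose meaning is not stated. Mice 1, 3 and 4 of the cKO group carry letter A and mouse 2 letter B. Controls 1 and 2 carry letter B and controls 3 and 4 letter A, so that among the controls letter and genotype cannot be told apart.

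The authors deposited 1 log2 value per array for each of 28312 transcript clusters, which combine the probe sets over all exons of a gene. Per the submitters' processing notes the values came from Affymetrix Expression Console. The background correction, summarization method and software version are not given in the sources used here. The array quartiles differed by at most 0.12 on the log2 scale, which alone does not show whether the values had been normalized between arrays. Whether they had been corrected for the number of mature OSNs is not given in the sources used here. Log2 values compress the change of dim genes, because background signal remains under each value. The number of arrays limits the precision, and the median standard error of a difference between the groups was 0.07.

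Clusters were named from the platform annotation. It gave 1 gene symbol for 21759 clusters, several for 1605 and none for 4948. Of the clusters with 1 symbol, 21668 were matched by Entrez identifier to a RefSeq gene table of assembly GRCm38.p6, which changed 0 symbols. That table was used only for names, older family names and which genes neighbour each other, and no coordinates are given because the build behind the array is not stated. Clusters with several genes were left out of the gene tests. Where several clusters named 1 gene (994 genes), the cluster with the highest mean over the 8 arrays was kept, and 0 of these genes had clusters called in opposite directions. This left 19928 genes.

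The cKO minus control difference of each gene was tested with limma (version 3.58.1 in R 4.3.3) by lmFit and eBayes, two-sided, with 4 arrays in each group and Benjamini-Hochberg adjustment over all genes. The threshold was an adjusted p under 0.01. Adjusted p-values given for single genes are from this fit unless another is named. OR genes were those with an Olfr symbol that is not a pseudogene symbol. Class I and class II OR genes were told apart by the older MOR family names in the gene table, a definition chosen after the data were seen. The gene lists were written down before the data were examined: markers of mature OSNs, immature OSNs, OSN progenitors, dividing cells, horizontal basal cells, sustentacular cells, Bowman's glands, microvillous cells, respiratory ciliated cells, ensheathing glia, macrophages, blood and cartilage, bone and muscle, as well as OR choice regulators, OSN transcription factors, axon guidance genes, zone markers, immediate early genes, apoptosis genes, sex-linked genes and the OR genes that the study assayed in tissue sections. OR, class I, class II, TAAR and both vomeronasal receptor families were added by symbol. For each list the mean log2 value per array was compared between the groups by an exact permutation test, two-sided, over all 70 arrangements of the 8 arrays, for which 0.0286 is the smallest p possible. The lists were also tested with limma's camera (preset correlation 0.01, and an estimated correlation) and fry, at an adjusted p under 0.05 over the lists.

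The genes named in the text were fixed by a rule before the data were examined: Lhx2, Emx2, Omp and Gap43; the 10 OR genes that fell most among those past the threshold with all cKO arrays on one side of all control arrays; by the same criterion up to 8 other genes with a curated symbol in each direction; the TAAR genes; the OR genes assayed in tissue sections; and in each list up to 4 members with the smallest p. Any gene named outside this rule is marked as such.

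The study's methods correct OR values for the number of mature OSNs by the mean difference of a published mRNA list, which was not used here. The mean difference of the mature OSN list above stood in for it, and was subtracted from OR and TAAR genes only, either as 1 constant or array by array. Other alternatives were the methods' t-test, an adjusted p under 0.05, trended and robust eBayes, quantile normalization, centring on the median of the genes that encode no chemoreceptor, a filter on genes below the lower quartile of level (log2 7.52), every cluster kept, the title letter as fixed or random block, sex as block, array weights, 1 control genotype at a time, and each array left out in turn. The fits were tested on simulated data for all 19928 genes with 50 genes changed at each size. With 4 arrays against 4, limma recovered 60% of genes changed by 0.5 on the log2 scale and 98% of those changed by 1, with 1 false call. For the comparison of control genotypes it recovered 26% and 80%, with 2 false calls. These shares describe the simulated genes and need not hold for receptor genes, which spread more widely among the mutants. The median residual SD over all genes was 0.10, against a mutant SD of 0.32 for the OR mean and 0.55 for the TAAR mean. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.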

Results

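The mRNA abundance in olfactory mucosa was measured in 4 123Cre:Lhx2fl/fl mice and 4 littermate controls at postnatal day 3, with 1 array per mouse. In these mice the 123Cre transgene removes the first exons of Lhx2, a LIM-homeodomain transcription factor, once OSNs have reached the immature stage. The deletion is partial, and by the in situ hybridization of the study Lhx2 mRNA persisted in the majority of OSNs. Each array gave log2 values for 28312 transcript clusters, from which 19928 genes were tested, and the array medians lay between 8.82 and 8.89. Within the groups, arrays differed from one another by a root mean square of 0.16 to 0.28 on the log2 scale. Of all genes tested, 412 fell and 12 rose at an adjusted p under 0.01 by limma.

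The targeted gene was examined first. The Lhx2 cluster read 13.03, 12.55, 13.01 and 13.02 on the log2 scale in 123Cre:Lhx2fl/fl mice 1 to 4, and 13.14, 13.09, 13.20 and 13.13 in controls 1 to 4. All 4 mutants lay below the 4 controls, and the difference was -0.24 (SE 0.11), or 15.2% lower, with an adjusted p of 0.337 by limma, and without mutant 2 it was -0.12. The cluster combines probes over all exons while only the first are deleted, recombination reaches only part of the OSNs, and basal cells that also make Lhx2 mRNA are not targeted, so this value checks the labels only weakly. Emx2, which encodes another homeodomain protein of OSNs, differed by -0.04 (SE 0.05, adjusted p = 0.756).

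The main question was whether loss of Lhx2 from immature OSNs lowers OR mRNAs. Of 1015 OR genes tested, 306 (30.1%) fell and 0 rose. The largest falls were those of Olfr948 (log2 difference -2.50, SE 0.40, 17.6% of the control level), Olfr1015 (-2.19, SE 0.27), Olfr146 (-2.18, SE 0.22), Olfr1002 (-2.12, SE 0.34) and Olfr298 (-2.12, SE 0.26), followed by Olfr393, Olfr1046, Olfr424, Olfr1051 and Olfr859 (-2.00, SE 0.32). Of these, Olfr1051 read 4.38 in mutants, under the median level of vomeronasal receptor genes (log2 5.32, taken as background after the data were seen), so the size and rank of its fall are inexact, and of the 306 OR genes 13 had a mutant mean under that level. The smallest adjusted p-values belonged to Olfr967 and Olfr809 (each 0.000371), which stood at 43.3% and 35.0% of control. Mean OR mRNA abundance fell from 8.12 ± 0.07 to 7.23 ± 0.32 (SD, n = 4 per group, exact p = 0.0286), a log2 difference of -0.89.

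The fitted difference was below 0 for 1009 OR genes and above 0 for 6, but after subtraction of the fall in mature OSN markers it was below 0 for 645 and above 0 for 370. In 815 OR genes (80.3%, against 1.43% by chance) all mutants lay below all controls. The median log2 difference was -0.86, with quartiles of -1.17 and -0.57. Averaged over the percentages of single genes, OR mRNAs were 43.7% lower, and the 306 OR genes that fell averaged 53.7% lower. OR genes made up 74.3% of all genes that fell. Adjusted over the list alone, 785 OR genes were lower, and 679 were lower at an adjusted p under 0.05 over all genes. No OR gene was higher even at an unadjusted p under 0.05 by limma (0 genes), and the methods' t-test also called 0 higher.

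**Figure D1:**
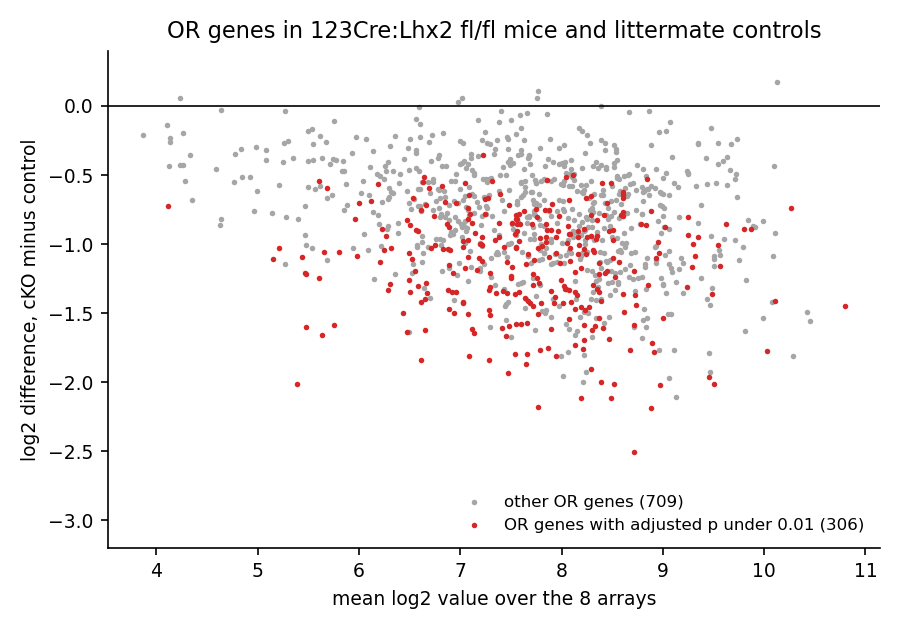
Each point is 1 of 1015 OR genes, with its mean log2 value over the 8 arrays on the horizontal axis and its cKO minus control log2 difference on the vertical axis, and the 306 red points passed an adjusted p under 0.01. Differences run from -2.50 to 0.17 and 1009 points lie below 0, a number that drops to 645 once the fall of the mature OSN markers is subtracted.

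The mean over OR genes was 7.49, 6.76, 7.35 and 7.32 in mutants 1 to 4 and 8.10, 8.19, 8.04 and 8.15 in controls 1 to 4. Mutant 2, which was also the lowest in Lhx2, gave the lowest OR mean; it was the only female mutant by sex-linked mRNAs and the only one whose title carries the letter B. Without it the OR mean difference was -0.74 and 509 OR genes fell. The number of OR genes that fell was 23, 51, 67 and 43 without controls 1 to 4, and 347, 43 and 77 without mutants 1, 3 and 4. Adjusted over the list alone, the numbers were 668, 647, 762 and 668 without controls 1 to 4. Without mutants 1, 3 and 4 they were 802, 741 and 720, and 792 without mutant 2. The methods' t-test called 0 OR genes lower after adjustment over all genes, 439 when adjusted over the list alone, 610 at an unadjusted p under 0.01 and 870 at an unadjusted p under 0.05. By title letter, the OR mean differed by -0.71 within letter A (3 mutants, 2 controls) and by -1.39 within letter B (1 mutant, 2 controls).

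Both phylogenetic classes of OR genes were lower. Of 114 class I OR genes 27 (23.7%) fell, among them Olfr575 (-0.95, SE 0.08), Olfr585 (-1.28, SE 0.12), Olfr677 (-1.31, SE 0.14) and Olfr64 (-0.81, SE 0.09). Of 882 class II OR genes 278 (31.5%) fell, including Olfr153 (-1.35, SE 0.09) and Olfr830 (-1.20, SE 0.08). The class means differed by -0.67 and -0.93, and the shares that fell gave p = 0.105 by Fisher's exact test over genes, which are not independent replicates. Per array, the class I minus class II mean was 0.25 higher in the mutants (exact p = 0.171), and 0.14 higher without mutant 2. The remaining 19 OR genes had no class. Adjusted over the list alone, 85 class I and 687 class II genes were lower.

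The OR genes that the study assayed in tissue sections are not counted as independent evidence of direction. How most of them were chosen is not stated in the sources used here, and a choice on these arrays cannot be ruled out. The study presents Olfr1465 as an example of OR mRNAs that rose when Lhx2 was deleted in mature OSNs. Of the 12, Olfr15 fell (-1.78, SE 0.28, adjusted p = 0.00772). Olfr6 (-1.20, adjusted p = 0.0237), Olfr90 (-1.07, adjusted p = 0.0134) and Olfr963 (-0.80, adjusted p = 0.016) missed the threshold, and the smallest difference was that of Olfr156 (-0.25, adjusted p = 0.346). The list mean differed by -0.85 (exact p = 0.0286), and 7 were lower when adjusted over the list alone.

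The mean of the TAARs, the other family of olfactory receptors in OSNs, was lower as well. The TAAR list did not pass camera with an estimated correlation (adjusted p = 0.257). Of 12 TAAR genes, Taar8b fell (-0.66, SE 0.08, adjusted p = 0.00351), but it read 5.50 in controls and 4.85 in mutants, near and under the background level of 5.32, so the size of its fall is inexact. Taar9 (-0.91, adjusted p = 0.0219) and Taar8c (-0.54, adjusted p = 0.0414) passed only the looser threshold of 0.05, the latter with both group means under background (4.89 in controls, 4.35 in mutants), and Taar7d had the lowest fitted value (-1.15, SE 0.38, adjusted p = 0.166). In 11 of the 12 all mutants lay below all controls (1.43% by chance), and 3 were lower when adjusted over the list alone. After subtraction of the fall in mature OSN markers, 0 of the 12 passed by limma, also 0 at an unadjusted p under 0.05 and 0 by the methods' t-test, and Taar2, Taar5, Taar8b and Taar8c had values above 0. The mean over the list, which also holds Taar1 (0.05, a TAAR not used in olfaction), differed by -0.76 (exact p = 0.0286), and mutant 2 was again lowest at 6.50 against 7.46 to 7.76 in the other mutants. Without mutant 2 the list mean differed by -0.50. Taar8b no longer passed without control 1 (adjusted p = 0.0169), control 2 (0.0124), control 4 (0.0115), mutant 3 (0.011) or mutant 4 (0.0105).

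Markers of mature OSNs fell with the receptors. Of 23 genes on the list 6 fell and 0 rose: Faim2 (-1.81, SE 0.28), an inhibitor of Fas-mediated cell death, Cnga4 (-1.60, SE 0.20), a subunit of the olfactory cyclic nucleotide-gated channel, Omp (-0.97, SE 0.14, adjusted p = 0.00605), the marker protein of mature OSNs, Adcy3 (-0.86, SE 0.09), the adenylyl cyclase of odor transduction, Pde1c (-0.55, SE 0.07), a phosphodiesterase of OSN cilia, and, outside the naming rule, the vesicular glutamate transporter Slc17a6 (-0.46). Adjusted over the list alone, 21 were lower. The list mean fell from 12.11 ± 0.04 to 11.40 ± 0.31 (SD, n = 4 per group, exact p = 0.0286), or 38.6% lower by that mean, and without mutant 2 the log2 difference was -0.55.

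Markers of immature OSNs differed less than those of mature OSNs. Of 20 genes, Stmn4, a microtubule regulator of young neurons, fell (-0.30, SE 0.04, adjusted p = 0.00447). Gap43, a growth cone protein (-0.29, SE 0.12, adjusted p = 0.268), Dcx (-0.22, adjusted p = 0.0557) and Ncam1 (-0.22, adjusted p = 0.0587) did not pass, and 1 gene was lower when adjusted over the list alone. The list mean differed by -0.07 (exact p = 0.0571), and by -0.042 without mutant 2. It passed 0.05 with the title letter as block (-0.090, exact p = 0.0333), sex as block (-0.085, exact p = 0.0333), quantile normalization (-0.072, exact p = 0.0286) and without mutant 3 (-0.085, exact p = 0.0286). The immature minus mature list mean was 0.63 higher in the mutants (exact p = 0.0286).

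**Figure D2:**
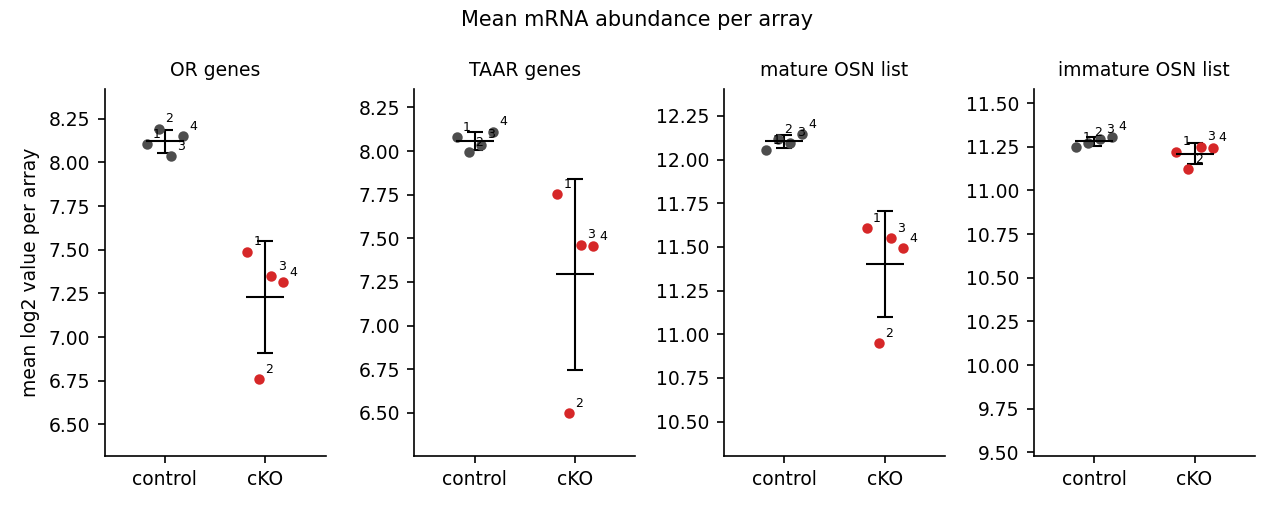
Mean log2 values per array are shown for OR genes, TAAR genes, the mature OSN list and the immature OSN list, with numbered points for the 4 controls (grey) and 4 mutants (red) and bars for mean and SD. All mutants lie below all controls for OR genes, TAAR genes and mature OSN markers in the values as deposited, and mutant 2 is the lowest of each.

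Because mature OSNs are the cells that make most OR mRNA, OR genes were also compared after subtraction of the mean fall of the mature OSN list (-0.70). Relative to that list, 2 OR genes were lower, Olfr809 (-0.81) and Olfr845 (-1.07), the latter named only because the count is small, while 12 were higher. The mean OR log2 difference was then -0.19, or 12.2% lower, and did not pass the exact test (exact p = 0.286). The percentages of single genes averaged 8.31% lower, and 26 OR genes were lower when adjusted over the list alone. The difference between the OR mean and the mature OSN mean on the same array was -3.98 ± 0.06 in controls and -4.17 ± 0.04 in mutants (SD, n = 4 per group, exact p = 0.0286). With the list mean subtracted array by array, 65 OR genes were lower and 2 higher. Adjusted over the list alone, that shift gave 206 lower and 27 higher. Without mutant 2 the constant shift gave 76 lower, and without each of the other arrays limma gave 0, with 191 to 261 at an unadjusted p under 0.05. The methods' t-test on the shifted values called 0.

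These counts depended on the size of the fall subtracted, which was varied after the data had been seen. If mature OSNs were taken as 15% fewer, 42 OR genes were lower and 0 higher, and 447 were lower when adjusted over the list alone. At 30% fewer, 3 were lower and 0 higher over all genes, against 67 lower and 14 higher over the list alone. At 40% fewer, 1 was lower and 13 were higher over all genes, against 22 lower and 41 higher over the list alone.

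**Figure D3:**
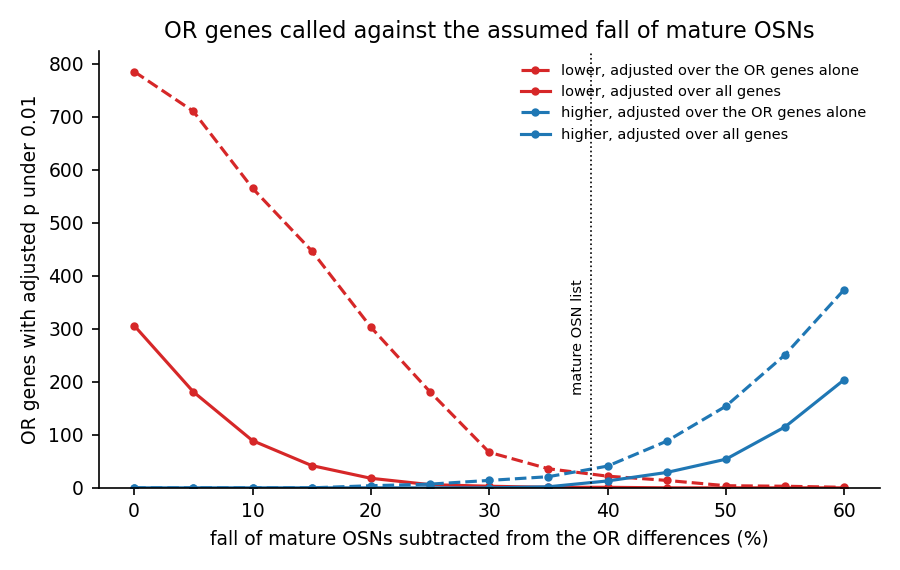
The number of OR genes past an adjusted p under 0.01 is plotted against the percentage fall of mature OSNs that was subtracted from the OR differences, for genes lower (red) and higher (blue), adjusted over all genes (solid) or over the OR genes alone (dashed). Lower calls drop from 306 at 0% to 42 at 15% and 1 at 40%, and the dotted line marks the 38.6% given by the mature OSN list.

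Outside the chemoreceptors, 103 of 18720 genes fell and 12 rose. Besides Faim2 and Cnga4, the largest falls were those of Dcdc2a (-1.68, SE 0.13), which encodes a doublecortin-domain protein, Fam217a (-1.64, SE 0.20), the interferon-induced gene Ifit1 (-1.34, SE 0.22), the growth factor gene Bmp6 (-1.20, SE 0.10), Lrguk (-1.02, SE 0.10) and Kcnmb3 (-1.01, SE 0.17), an auxiliary subunit of calcium-activated potassium channels. The largest rises were those of Meltf (0.79, SE 0.09), which encodes an iron-binding surface protein, the phosphatase gene Dusp26 (0.73, SE 0.11), Pde1b (0.68, SE 0.11), a calcium-dependent phosphodiesterase, the potassium channel gene Kcnd3 (0.58, SE 0.08), Cacng5 (0.54, SE 0.09), the lymphocyte activation marker Cd69 (0.51, SE 0.06), the vesicular nucleotide transporter Slc17a9 (0.46, SE 0.08) and the calpain gene Capn8 (0.42, SE 0.05). Among all genes, 424 passed, against 676 without mutant 2. The count was 30, 79, 85 and 59 without controls 1 to 4, and 431, 55 and 103 without mutants 1, 3 and 4. Of 47 named genes that passed, 9 to 45 still passed when 1 array was left out and 0 changed direction, and Dcdc2a and Bmp6 passed in each case. The methods' t-test called 1 gene, 4930445K14Rik (0.18, outside the naming rule), which did not pass in limma (adjusted p = 0.0254).

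Some genes of axon guidance fell, while markers of OSN zones missed the threshold. Of 15 axon guidance genes, 4 fell: Kirrel3 (-0.68, SE 0.07), a homophilic adhesion molecule of OSN axons, the semaphorin co-receptor Plxna3 (-0.64, SE 0.07), the ephrin gene Efna5 (-0.28, SE 0.04) and its receptor Epha5 (-0.50, SE 0.08). The list mean differed by -0.29 (exact p = 0.0286), with 10 lower when adjusted over the list alone, and by -0.27 (exact p = 0.0286) without the 2 members shared with the mature OSN list. At an unadjusted p under 0.05 by limma, 10 were lower and 2 higher. The higher ones were Sema3f (0.16) and Sema3a (0.20), both outside the naming rule. None of 5 zone markers passed by limma (0 genes, 3 with an unadjusted p under 0.05, 0 by the methods' t-test), with Nqo1, a quinone reductase of dorsal OSNs, at -1.18 (adjusted p = 0.0175) and Robo2, a receptor for Slit proteins, at -0.31 (adjusted p = 0.0272). Their list mean differed by -0.43 (exact p = 0.0286), or -0.38 (exact p = 0.0286) without the 1 shared member, and 2 were lower when adjusted over the list alone. On both lists mutant 2 had the lowest mean, at 11.03 and 11.36.

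Of 19 regulators of OR gene choice, Adcy3 fell, while Ebf4, a transcription factor that binds OR promoters (-0.46, adjusted p = 0.0192), Rtp1, an OR chaperone (-0.37, adjusted p = 0.0327), and Rtp2 (-0.44, adjusted p = 0.103) did not pass. The list mean differed by -0.16 (exact p = 0.0286), with 3 lower when adjusted over the list alone. Adcy3, Rtp1 and Rtp2 are also on the mature OSN list, and without these 3 the mean of the other 16 differed by -0.09 (exact p = 0.0571), with 0 past the threshold by limma and 5 at an unadjusted p under 0.05. The tests without shared members, those of axon guidance genes and zone markers included, were added after the data were seen. Among 15 OSN transcription factors 0 passed by limma or the methods' t-test (3 at an unadjusted p under 0.05), and the highest values were those of Dlx6 (0.38, adjusted p = 0.0937) and Dlx5 (0.28, adjusted p = 0.0593), with a list mean difference of 0.07 (exact p = 0.0286).

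The lists for the other cell types of the mucosa differed less than the mature OSN list. Those of blood, dividing cells and microvillous cells, among others, differed by more than the immature OSN list. The mean of OSN progenitor markers such as Kit (0.16, adjusted p = 0.0715) and Eya2 (0.20, adjusted p = 0.201), but also Insm1 (-0.16, adjusted p = 0.29), was 0.09 higher in the mutants (exact p = 0.0286), that of cell cycle genes such as Mcm5 (0.20, adjusted p = 0.0722) and Tyms (0.23, adjusted p = 0.114) was 0.14 higher (exact p = 0.0571), and that of microvillous cell markers such as Ascl3 (0.20, adjusted p = 0.26) was 0.12 higher (exact p = 0.0571). Horizontal basal cells (0.05, exact p = 0.571), sustentacular cells (0.03, exact p = 0.543), ensheathing glia (0.09, exact p = 0.4), macrophages (0.07, exact p = 0.4) and cartilage, bone and muscle (0.04, exact p = 0.571) gave small positive differences of the mean. Bowman's glands (-0.11, exact p = 0.743), respiratory ciliated cells (-0.06, exact p = 0.343) and blood (-0.29, exact p = 0.2, 3 genes measured) gave negative ones. That of blood was -0.16 without control 2 and -0.45 without control 4, and that of respiratory ciliated cells was -0.014 without mutant 2. With 1 array left out, horizontal basal cells ran from 0.006 to 0.114 and sustentacular cells from 0.004 to 0.052. Ensheathing glia then ran from 0.020 to 0.155 and macrophages from 0.020 to 0.105. Immediate early genes differed by -0.04 (exact p = 0.429), and by -0.002 without mutant 2. Apoptosis genes differed by 0.05 (exact p = 0.229), and by 0.030 without mutant 3 and 0.079 without mutant 4. Among them Hrk, a proapoptotic BH3 gene, stood at 0.46 (adjusted p = 0.0322) and Ddit3 at -0.31 (adjusted p = 0.107). At an unadjusted p under 0.05 by limma, 2 of these genes were higher and 1 lower. Vomeronasal receptors of type 1 (-0.14, exact p = 0.629) and type 2 (-0.09, exact p = 0.714) held 0 genes past the threshold among 168 by limma and 0 by the methods' t-test, with 7 at an unadjusted p under 0.05, but these are the genes whose level is taken as background, so the absence of calls says nothing about change. The type 1 and type 2 vomeronasal means were highest in control 4 (5.96 and 6.20), followed by mutant 4 (5.50 and 5.84). The level taken as background was thus uneven over the arrays, for a reason that was not tested. Sex-linked genes differed by 0.64 (exact p = 0.286), as the groups held 1 and 2 females.

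**Figure D4:**
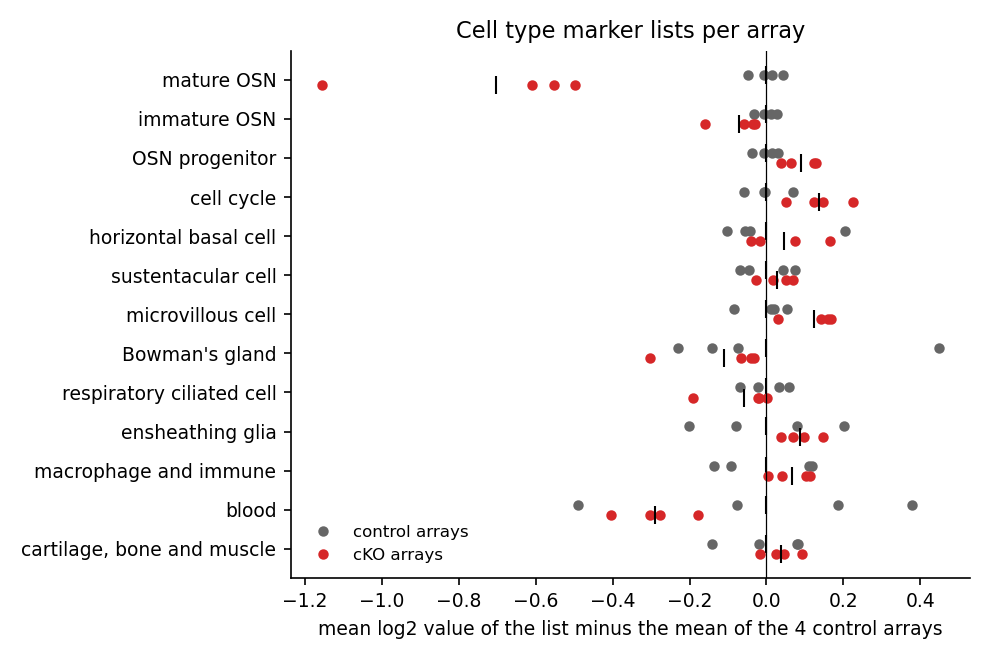
For each cell type list, the mean log2 value per array is given relative to the mean of the 4 control arrays, with control arrays in grey, mutant arrays in red and group means as black ticks. The mature OSN list has the largest difference, at -0.70, and blood, with 3 genes measured, lies at -0.29.

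Over 30 such comparisons of array means, the smallest exact p of 0.0286 corresponds to a Benjamini-Hochberg value of 0.0715. At an adjusted p under 0.05, limma's camera called 13 of 27 lists with its preset correlation and 0 with an estimated correlation, where OR genes had an adjusted p = 0.105 with an estimated correlation and mature OSN markers an adjusted p = 0.129 with an estimated correlation. Limma's fry called 10 at that threshold. At an adjusted p under 0.01 the counts were 12 for camera and 6 for fry.

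Controls with and without the transgene were compared to ask whether Cre with a single floxed allele changes expression. By limma 0 genes passed, with 1551 genes (7.78%) at an unadjusted p under 0.05, and the methods' t-test also called 0. The OR mean was 8.09 in 123Cre:Lhx2fl/+ mice and 8.15 in Lhx2fl/+ mice (difference -0.06, 2 arrays each), and Lhx2 itself differed by 0.05. Mutants differed in their OR mean by -0.86 from the former and by -0.92 from the latter. With 2 arrays per genotype, and letter and genotype alike in their split, a difference of moderate size could go undetected.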

Values the study reported

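The study reported that 676 OR mRNAs were less abundant in 123Cre:Lhx2fl/fl mice at p < 0.01 with a false discovery rate below 1%, after correction for a 14% decrease in mature OSNs. That decrease came from mature OSN mRNAs averaging 86 ± 14% of control. The average reduction over all OR mRNAs after this normalization was given as 41%, and as 50% for the 676 that passed. The Lhx2 mRNA signal was reported to be 15% lower (p = 0.0952, n = 4).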

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

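The explanations for the low values of mutant 2 and the test of the title letter against genotype were chosen only after these values had been seen. Among 266 groups of 4 arrays looked at, over 133 results, 30 held an array that stood apart from the other 3 of its group by Dixon's ratio, where chance gives about 5%. In 22 of the 30 that array was mutant 2, and in all 22 it was the lowest. These were Lhx2 (log2 12.55), Omp (12), Olfr1015 (6.85), Olfr1002 (6.23), Olfr298 (6.24), Olfr393 (6.85), Olfr17 (7.22), Olfr308 (6.71), Olfr545 (8.32), Olfr1440 (6.64), Taar7b (7.44), Taar6 (7.13), Dcdc2a (9.03), Cnga4 (8.76), Lrguk (9.02), Rtp1 (11.89) and Ncam2 (9.30). They also included the means of the mature OSN list (10.95), axon guidance genes (11.03), zone markers (11.36), respiratory ciliated cells (9.74) and immediate early genes (8.33). The remaining cases were scattered over other arrays: Taar7e (9) and Taar7f (7.91) were low in control 3, Olfr156 (7.65) and Cyp2g1 (14.31) stood apart in control 4, Olfr809 (6.75) in mutant 1, Robo2 (11.85) and the mean of type 1 vomeronasal receptors (5.50) in mutant 4, and the mean of Bowman's gland markers (11.74) in mutant 3.

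The OR mean of mutant 2 differed from that of the other mutants by -0.62 on the log2 scale, although its Dixon ratio of 0.762 stayed within the limit, unlike that of the 22 results above. It was the only female mutant and the only one with title letter B, yet among controls the female minus male OR mean was 0.012 and the letter B minus letter A mean 0.056, which argues against a difference by sex or by letter of that size in both groups, though not against one confined to mutants. Lhx2 itself was -0.47 in mutant 2 relative to the other mutants, with a Dixon ratio of 0.971, so a more complete loss of Lhx2 in that animal may be a candidate explanation. It remains a hypothesis from 1 array, found and tested on the same values, and the fall of mature OSN markers in the same array leaves open whether fewer cells containing Lhx2 mRNA account for part of it. What the title letters stand for, such as a litter, was not tested and stays open.

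For 11 genes, each of them an OR gene, the difference between mutants and controls changed with the title letter (interaction past an adjusted p under 0.01 in limma), and for the interaction with sex the count by limma was 0 (1421 at an unadjusted p under 0.05). In both tests mutant 2 is the lone mutant of its kind, so each sets 1 animal against the other mutants.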

How the results depend on the processing

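The added tests with an assumed fall of mature OSNs and the split of OR genes into classes were chosen only after the results had been seen. No paired analysis was possible because the replicate numbers follow accession order and pair no animals, and the labels name no litters. The difference in mean OR abundance and that of mature OSN markers kept their direction with each array left out (-0.978 to -0.736 and -0.773 to -0.554). The OR mean was -0.187 under both mature OSN shifts and did not pass the exact test with the constant one. With the methods' t-test, 1 gene passed, with 0 OR and 0 TAAR genes lower (2955 genes and 870 lower OR genes at an unadjusted p under 0.05), and 0 OR genes lower relative to mature OSN markers. At an adjusted p under 0.05 there were 1104 genes, with 679 OR and 3 TAAR genes lower. Relative to mature OSN markers, 28 OR genes were lower and 37 higher at that threshold. The constant mature OSN shift gave 40 genes, 27 of them among the 424 of the main fit. With it 2 OR genes were lower, 12 higher and 0 TAAR genes lower. The shift by array gave 130 genes, 128 of them among the 424. With that shift 65 OR genes were lower, 2 higher and 0 TAAR genes lower. Genes other than OR and TAAR genes kept their differences, as nothing was subtracted from them. An assumed fall of mature OSNs by 15 percent gave 42 OR genes lower. Under both shifts the direction reversed for Taar2 (0.088), Taar5 (0.205), Taar8b (0.048), Taar8c (0.161), Olfr156 (0.455), Olfr308 (0.292), Olfr545 (0.062), Olfr615 (0.192) and Olfr1465 (0.173), by construction, since each had fallen less than the markers. With the filter on dim genes, which removes dim receptors, 188 OR and 0 TAAR genes were lower. Of these OR genes, 183 were among the 306 of the main fit. With the title letter as fixed block, 2 TAAR genes were lower. The immature OSN mean passed an exact test with quantile normalization (-0.072), the letter block (-0.090) and the sex block (-0.085), and the cause was not tested. With only 123Cre:Lhx2fl/+ controls limma called 0 genes, 0 OR and 0 TAAR genes (3458 genes and 796 lower OR genes at an unadjusted p under 0.05), and with only Lhx2fl/+ controls 0, 0 and 0 (2319 and 875). The cause was not tested. In the latter Emx2 reversed (0.011). With an estimated correlation 0 gene lists passed camera. With 1 array left out, the count of genes ranged from 30 to 676, OR genes lower from 23 to 509, TAAR genes lower from 0 to 2, OR genes lower relative to mature OSN markers from 0 to 76, and the immature OSN mean from -0.085 to -0.042. The lowest counts came without control 1 and the highest without mutant 2. Adjusted over the list alone, OR genes lower ranged from 647 (without control 2) to 802 (without mutant 1). List means of Bowman's glands (-0.187 to 0.039), type 1 (-0.248 to 0.065) and type 2 (-0.199 to 0.104) vomeronasal receptors and cartilage, bone and muscle (-0.011 to 0.063) changed sign with 1 control left out. Trended and robust eBayes (487 genes, 321 OR genes lower), quantile normalization (426, 313), median centring (405, 287), every cluster (415, 292), letter as fixed (617, 412) or random block (393, 286), sex block (587, 428) and array weights (527, 368) stayed within 1.5 times of the counts given. The letter block shared 400 of its genes with the 424, and 0 OR genes were higher in limma outside the mature OSN shifts. For named genes and lists, 2156 values kept direction and side of the threshold, 448 lost and 46 gained the call, and 23 reversed. Signal over background limits dim genes most, since their log2 differences are compressed.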

Other observations

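The tests of OSNs of every stage, of OR genes falling as the mature OSN markers did and of background signal, its subtraction included, were chosen only after the results had been seen. OR clusters that stand for several genes were not part of the gene tests. Over 97 such clusters the mean difference between mutants and controls was -1.05 (exact p = 0.0286), with 7 lower and 0 higher past an adjusted p under 0.01 by limma. Among 11 genes with OR pseudogene symbols, 2 fell. Xist, the noncoding RNA of the inactive X chromosome, read 13.43 to 13.51 in the 3 females and 9.85, 9.32, 7.48, 9.20 and 6.74 in males (mutants 1, 3 and 4, controls 2 and 3).

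OR genes fell in the company of mature OSN markers, and 3 explanations by cell number were set against the values. A smaller share of OSNs of every stage is argued against, because immature OSN markers fell by only 10.2% of the fall of mature ones, the list means separating by 0.633 (exact p = 0.0286). Fewer mature OSNs with all OR genes falling by 1 common factor, and no other difference between the groups, are argued against as well. After centring, 162 of 507 bright OR genes (32.0%) still differed at an adjusted p under 0.05, where 5% were allowed, with 81 lower and 81 higher. At an adjusted p under 0.01 there were 60, and 144 at under 0.05 after background subtraction. Linked differences between single animals, left open below, could add to these counts. A common factor together with such differences is therefore not excluded. Fewer mature OSNs with OR genes falling as the mean of this marker list did are argued against too, because the OR minus marker mean differed by -0.187 (exact p = 0.0286), with a 95% interval over resampled markers of -0.33 to -0.02. This holds for the mean of this list alone, as 5 of 23 markers fell more than the OR mean and the markers may themselves depend on Lhx2 or be made by other cells, so how far fewer mature OSNs account for the fall stays open.

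Neighbouring OR genes fell alike. Over 342 neighbouring pairs of different families within 100 kb, the mean product of their standardised residual falls was 0.306 (permutation p = 1e-04, the smallest that 10000 permutations can give), and 0.33 for 552 pairs of the same family. A shared response of neighbours to the deletion is thus consistent with the values, but so are linked differences between single animals on the mixed strain background given by the labels: of 6 splits of 2 against 2 arrays within a group, 1 exceeded it at 0.44 (controls 1 and 3 against 2 and 4), while the other 5 lay between -0.031 and 0.181. Whether the likeness of neighbours came with the deletion stays open.

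The dimmest 254 OR genes had a median difference of -0.70 and the brightest 254 one of -0.93, a gap of 0.22, where a common fall over a background of log2 5.32 predicts 0.384. Of the 200 non-receptor genes nearest to Lhx2, 14% had an unadjusted p under 0.05 against 10.8% elsewhere (p = 0.137 by Fisher's exact test over genes), and 1 passed, Fam78a (0.35, adjusted p = 0.00425), named after its value was seen.

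Of the 35 splits of the arrays into 4 and 4, only the real one gave as many as 424 genes, and the highest other gave 0. The same holds for OR genes lower (306, highest other 0). For OR genes lower relative to mature OSN markers (2) and TAAR genes lower (1) the highest other was also 0. Each other split mixes mutants with controls, which widens the spread within groups and can by itself remove calls. The splits therefore cannot tell how many calls chance would give, and nothing is drawn from them for these counts. Taar8b, the TAAR gene counted, no longer passed without control 1, 2 or 4 or mutant 3 or 4, and with any 1 array other than mutant 2 left out the count of 2 became 0 by limma (191 to 261 at an unadjusted p under 0.05). For the 13 gene lists called by camera at an adjusted p under 0.05, 12 of 35 splits gave as many and the highest other gave 17. That highest split set mutants 1, 2 and 3 with control 1 against the rest, and so kept part of the real difference. The splits therefore cannot tell how many list calls chance would give either, and chance is neither shown nor excluded for them.

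The fall of mature OSN markers here was 38.6%. That is larger than the decrease quoted from the study above, which rests on another gene list. The average reduction of OR mRNAs after the mature OSN shift was 8.31%. That is lower than the value quoted from the study above. The number of OR genes lower after that shift was 2 at an adjusted p under 0.01. That is lower than the count quoted from the study above, but the tests were not alike. The study used t-tests with a stepwise false discovery rate, and its OR genes include those in clusters of several genes. The count here is from limma, adjusted over all genes. The reduction and the count found here also depend on the size of the shift. At an assumed fall of mature OSNs by 15% the average reduction was 33.8%, with 42 OR genes lower over all genes. Adjusted over the list alone, 447 were lower at that fall, so the count depends on the adjustment as well.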
